# Doxycycline Alters Metabolism and Proliferation of Human Cell Lines

**DOI:** 10.1371/journal.pone.0064561

**Published:** 2013-05-31

**Authors:** Ethan Ahler, William J. Sullivan, Ashley Cass, Daniel Braas, Autumn G. York, Steven J. Bensinger, Thomas G. Graeber, Heather R. Christofk

## Abstract

The tetracycline antibiotics are widely used in biomedical research as mediators of inducible gene expression systems. Despite many known effects of tetracyclines on mammalian cells–including inhibition of the mitochondrial ribosome–there have been few reports on potential off-target effects at concentrations commonly used in inducible systems. Here, we report that in human cell lines, commonly used concentrations of doxycycline change gene expression patterns and concomitantly shift metabolism towards a more glycolytic phenotype, evidenced by increased lactate secretion and reduced oxygen consumption. We also show that these concentrations are sufficient to slow proliferation. These findings suggest that researchers using doxycycline in inducible expression systems should design appropriate controls to account for potential confounding effects of the drug on cellular metabolism.

## Introduction

The tetracycline family is a class of broad-spectrum antibiotics that have been used clinically since the mid-twentieth century. Since then, they have found application beyond their anti-microbial activity in both the clinic and biomedical research [1]–[3]. They are widely used in the latter context as mediators of inducible gene expression systems, but often with little discussion of or control for potential off-target effects they may have on mammalian cells. Because the tetracyclines have been shown to inhibit matrix metalloproteinases, retard proliferation, induce apoptosis, and impair mitochondrial function in various experimental settings, we were interested to determine whether these drugs can alter cellular metabolism at concentrations commonly used in inducible systems [4]–[12].

The canonical prokaryotic target of the tetracyclines is the bacterial ribosome, the inhibition of which blocks bacterial protein synthesis [1]. But there is significant evidence that tetracyclines can impair mitochondrial function in eukaryotic cells by inhibiting translation at the mitochondrial ribosome, an observation that has been explained by the origin of these organelles as endosymbiotic bacteria [8], [12]–[15]. Despite a reportedly weak interaction between the antibiotics and the mitochondrial ribosome, at high concentrations they have been shown to impair synthesis of proteins encoded in the mitochondrial genome–many of which are involved in oxidative metabolism–and promote a shift towards glycolysis [4].

In this study, we expanded upon these findings to determine potential confounding effects of the tetracyclines–particularly doxycycline (Dox), the predominantly used compound–at concentrations commonly employed in inducible gene expression systems: 100 ng/mL - 5 µg/mL. We found that these concentrations of drug can significantly alter the metabolic profile of the cell, as well as reduce the proliferative rate, though the effect size depends upon the particular cell line used. These data strongly suggest that researchers using Dox-inducible systems should carefully optimize experiments to minimize potentially confounding effects of the drug, and design additional controls as needed.

## Results

### Doxycycline Induces Metabolic Gene Expression Changes in Human Cells

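MCF12A cells, an established line of breast epithelial cells, were given doxycycline (Dox), a tetracycline antibiotic, at 1 µg/mL or vehicle alone. The labels give 4 days of treatment, with fresh medium after 2 days. RNA from 3 cultures per group, described as biological triplicates, was read on 6 Affymetrix U133 Plus 2 arrays. The authors processed the arrays with RMA, and the deposited intensities are on a linear scale, from 4.73 to 23377 with array medians of 47.9 to 49.0; log2 was taken before testing. Of 54675 probe sets, 41091 named a single gene, and these gave 19775 genes. For the 10523 genes with several probe sets, the one with the highest mean was used. The median SD of a gene within a group was 0.07 on the log2 scale, and 3 arrays per group limit the precision of every value.

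Each gene was compared between Dox and vehicle with limma, and called changed at a p under 0.05 after adjustment over all genes. Pathways were tested with preranked Gene Set Enrichment Analysis (GSEA), whose p-values treat genes as independent, and with camera, which allows a preset correlation of 0.01 between the genes of a list. The 46 gene lists, 9 of them for the pathways of Figure 1A, were written from textbook knowledge; the lists, the tests and the rule for naming genes were fixed before the data were examined, when Figure 1C had been seen.

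The RNA measures of the arrays overlapped between the groups. The difference between the 3' and 5' probe sets of ACTB, which grows as RNA degrades, was 0.89 ± 0.04 (log2, SD, n = 3) in vehicle and 0.83 ± 0.08 in Dox (exact permutation test, p = 0.3; the smallest p that 3 against 3 can give is 0.1). On the first principal component, which held 30.8% of the variance, vehicle array 1 stood apart at −11.2, with the other 5 arrays between 1.28 and 3.17. On the second, with 26.4%, the Dox arrays lay at −0.482 to 8.48, above the vehicle arrays at −5.54 to −1.22.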

To look in an unbiased way at the effects of Dox on cells in culture, we performed gene expression analysis on MCF12A cells–an untransformed breast epithelial line–treated with the drug at 1 µg/mL or with a vehicle control. 

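Genes of oxidative phosphorylation, the respiratory chain and the ATP synthase with which mitochondria make ATP, had mostly higher means in Dox: 87 of the 115 measured, with a median log2 fold change of 0.03. The members with the smallest p were NDUFA10 and NDUFS7 of complex I (0.14, SE 0.04, and 0.14, SE 0.05), the copper chaperone COX17 (0.25, SE 0.08) and MT-CO1, the complex IV subunit encoded in mitochondrial DNA (−0.27, SE 0.08). In the pentose phosphate pathway, which makes NADPH and ribose from glucose 6-phosphate, 23 of 25 genes had higher means (median 0.05), among them the ribose 5-phosphate isomerase RPIA (0.12, SE 0.04) and the gluconokinase IDNK (0.16, SE 0.06). Among the glycolysis and gluconeogenesis genes, which break glucose down to pyruvate or rebuild it, 41 of 63 had higher means (median 0.02), among them the aldolase ALDOC (0.16, SE 0.04). With the mean of the probe sets NDUFA10 had 0.04 and IDNK 0.11. COX17 was dim, and filters at percentiles 40 and 60 of mean expression both removed it. Of all genes tested, 54.5% had higher means in Dox.

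None of these genes passed the adjusted p of limma over all genes. Adjusted over each list alone, 0 of the 115 oxidative phosphorylation genes, 0 of the 25 pentose phosphate genes and 1 of the 63 glycolysis and gluconeogenesis genes did. That gene is the aldehyde dehydrogenase ALDH1A3, since the last list also held aldehyde and alcohol dehydrogenases. ALDH1A3 had a higher mean in Dox, and Figure 1C draws it green, for lower. At an unadjusted p under 0.05 there were 7 higher and 2 lower oxidative phosphorylation genes, 3 higher pentose phosphate genes and 4 higher glycolysis and gluconeogenesis genes.

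GSEA on the signal to noise ratio (SNR) gave a normalized enrichment score (NES) of 1.77 for oxidative phosphorylation (adjusted p = 0.0135), 1.95 for the pentose phosphate pathway (adjusted p = 0.0135), 1.63 for glycolysis and gluconeogenesis (adjusted p = 0.0402) and 1.71 for the last 2 joined (adjusted p = 0.0135; 55 of 78 genes higher). Camera gave adjusted p = 0.0214, 0.00505, 0.113 and 0.0365 in the same order, and adjusted p = 0.549, 0.488, 0.562 and 0.488 with an estimated correlation. GSEA called oxidative phosphorylation no longer without vehicle array 1, vehicle array 3 or Dox array 2 (adjusted p = 0.113, 0.0568 and 0.125), the pentose phosphate pathway without vehicle array 1 or Dox array 2 (0.426 and 0.0709), glycolysis and gluconeogenesis without vehicle array 1, 2 or 3 or Dox array 1 or 2 (0.246, 0.151, 0.287, 0.114 and 0.125), and the joined list without vehicle array 1, 2 or 3 or Dox array 2 (0.420, 0.139, 0.146 and 0.125). Camera's calls of oxidative phosphorylation and the pentose phosphate pathway were lost without vehicle array 1 (adjusted p = 0.129 and 0.128) or Dox array 2 (0.0557 each), and that of the joined list without vehicle array 1, Dox array 1 or Dox array 2 (0.305, 0.119 and 0.0895); a filter on dim genes at percentile 40 also ended camera's call of oxidative phosphorylation (0.0516). With the SD floor of the GSEA software, 0.2 of the mean, none of the 4 lists passed (adjusted p = 0.897, 0.307, 0.149 and 0.0943 in the order above). On log2 values this floor replaced 100% of the measured SDs, so that ranking no longer used the spread between replicates. With isozymes collapsed, GSEA did not call glycolysis and gluconeogenesis or the joined list (adjusted p = 0.117 and 0.0573). Ranked by log2 fold change, it did not call oxidative phosphorylation or glycolysis and gluconeogenesis (adjusted p = 0.0683 and 0.0815).

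**Figure D1:**
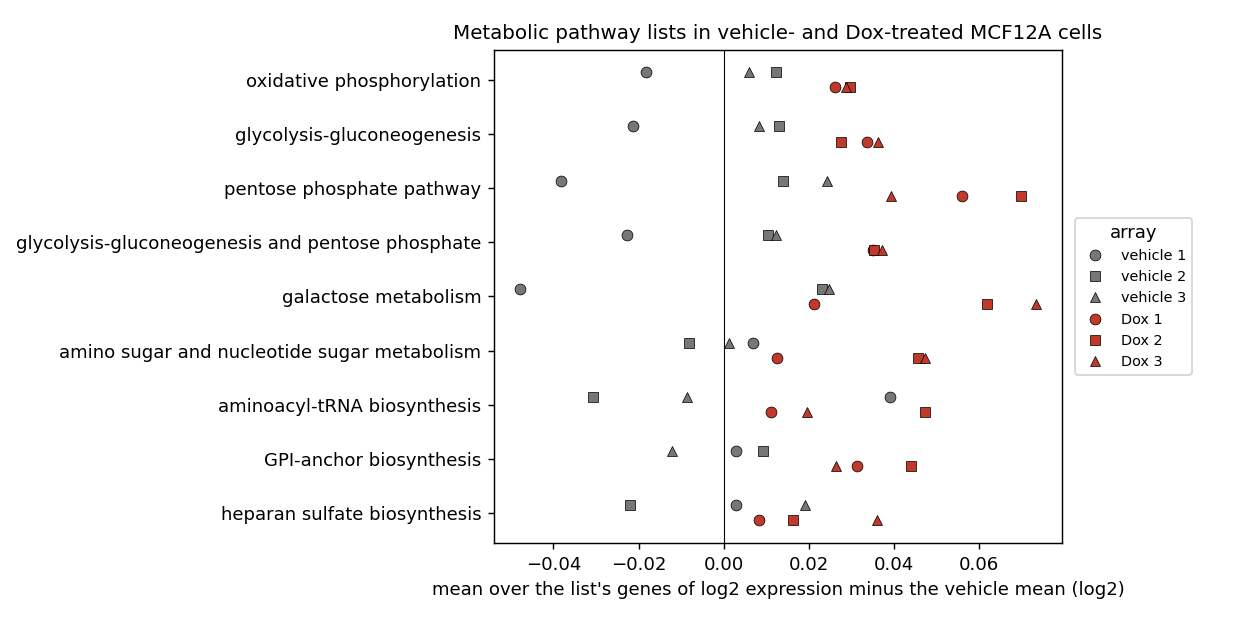
Mean over the genes of each pathway list of log2 expression minus the vehicle mean, for the 3 vehicle (grey) and 3 Dox (red) arrays. For oxidative phosphorylation the Dox arrays lie at 0.026 to 0.030 and the vehicle arrays at −0.018 to 0.012; vehicle array 1 is the lowest array for the pentose phosphate pathway (−0.038).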

Metabolic pathway enrichment analysis (using Gene Set Enrichment Analysis (GSEA)) revealed several pathways, including oxidative phosphorylation and glycolysis, to be significantly enriched in the Dox-treated cells (Figure 1A; for enrichment plots, see Figure S1). Many of the constituent genes in these pathways show a robust change in expression in response to treatment (Figure 1B; for annotated gene sets, see Figure S2), including key enzymes in glycolysis and its major carbon shunts (Figure 1C). These results demonstrate that Dox, at a concentration commonly used in inducible systems, can alter the metabolic gene expression profile of cells.

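The genes drawn in Figure 1C include the enzymes that commit glucose to glycolysis, return carbon to glucose or divert it to serine and acetyl-CoA. The hexokinase HK2, which traps glucose in the cell, had a log2 fold change of 0.17 (SE 0.05; 10.77 ± 0.05 in Dox and 10.60 ± 0.05 in vehicle, SD, n = 3). PCK2, the mitochondrial enzyme that makes phosphoenolpyruvate, had 0.35 (SE 0.08; 7.69 ± 0.15 and 7.34 ± 0.07), and PSAT1, an aminotransferase of serine synthesis, 0.16 (SE 0.04). PDK4, the kinase that shuts pyruvate dehydrogenase off, had −0.31 (SE 0.05), and the aldehyde dehydrogenase ALDH1A3 had 0.28 (SE 0.05).

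Of the 80 genes drawn, 74 were measured, 47 with a higher and 27 with a lower mean in Dox. Over all genes limma called 0 of them, and 7 had an unadjusted p under 0.05. Adjusted over these genes alone, 2 passed: ALDH1A3 rose and PDK4 fell (adjusted p = 0.0192 each). Figure 1C draws ALDH1A3 green, for lower, and PDK4 red, for higher, so both went against their colour. The study drew the genes of Figure 1C from the same samples, so the count of 2 is not independent evidence. With the mean of a gene's probe sets HK2 had 0.04 and PDK4 −0.19.

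**Figure D2:**
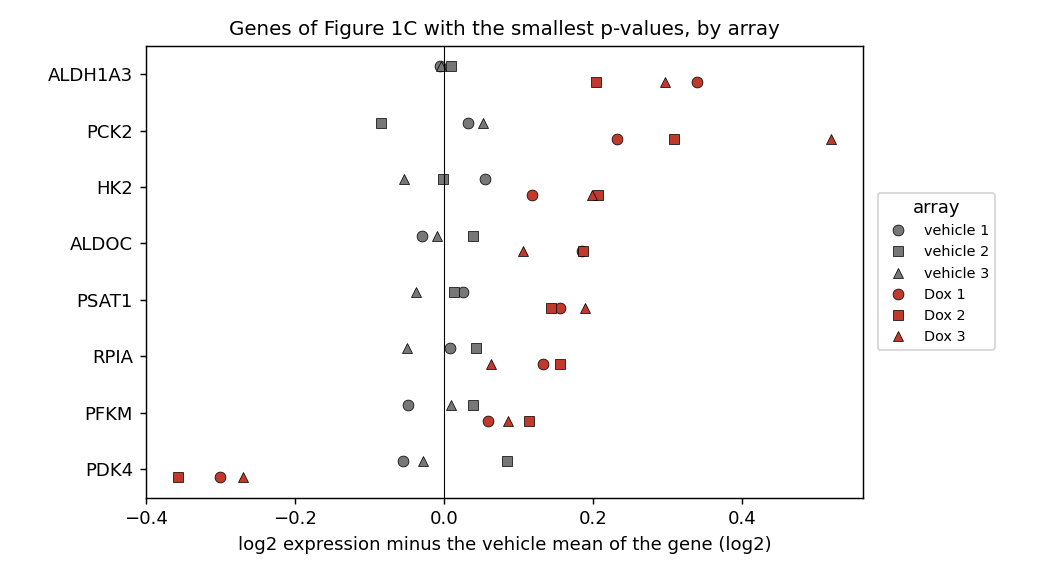
Log2 expression minus the vehicle mean on each array, for the 8 genes of Figure 1C with the smallest p-values; grey, vehicle, and red, Dox. The Dox arrays of PDK4 lie below all vehicle arrays, with a log2 fold change of −0.31, and those of ALDH1A3 and PCK2 above them (0.28 and 0.35).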

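ASNS, which makes asparagine from aspartate and glutamine, rose 1.53-fold with Dox, from 10.35 ± 0.05 to 10.96 ± 0.03 (log2, SD, n = 3; limma, adjusted p = 0.0313). Among the 20 genes with the smallest p were also SLC7A11, which imports cystine in exchange for glutamate (log2 fold change 0.39, SE 0.05, adjusted p = 0.318), and SDHAF4, an assembly factor of succinate dehydrogenase (0.29). Those with lower means included the integrin ITGB8 (−0.34, SE 0.04), the tight junction gene CLDN1 (−0.29) and the ephrin EFNA1 (−0.36).

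ASNS was the 1 gene of 19775 that changed, and 0 genes fell; 1235 had an unadjusted p under 0.05, 739 higher and 496 lower, which is 6.25% of the genes. In 2241 genes, 11.3%, the 3 Dox arrays lay all above or all below the vehicle arrays, where chance gives 10%. Log2 fold changes ran from −0.50 for the phosphatase PTPRO to 0.61 for ASNS, and 0 genes passed 1 in either direction. From the enriched pathways and their altered genes, the paper concludes that Dox at this dose can alter the metabolic gene expression profile.

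Without vehicle array 1, 2 or 3 the count was 0 (adjusted p of ASNS 0.258, 0.248 and 0.325), and without Dox array 1, 2 or 3 it was also 0 (0.478, 0.398 and 0.407), while the log2 fold change of ASNS stayed between 0.59 and 0.62. With the mean of each gene's probe sets the count was 0, and ASNS had 0.27 (adjusted p = 0.556) and ITGB8 −0.10. Trended and robust variances gave 4 genes, ASNS and SLC7A11 higher, EFNA1 and ITGB8 lower.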

**Figure 1:**
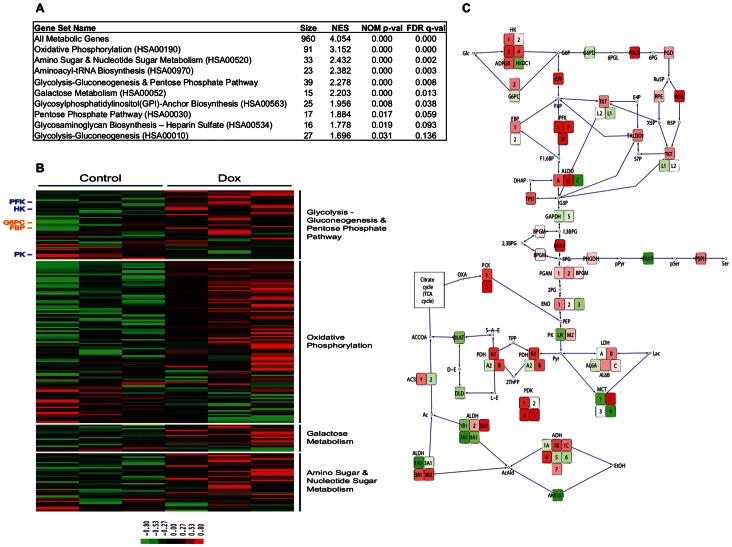
Doxycycline alters the metabolic gene expression profile of MCF12A cells. Treatment of MCF12A cells with Dox at a concentration of 1 µg/mL shows widespread changes in expression of metabolic genes. **A)** GSEA reveals the most significantly altered metabolic pathways, ranked by normalized enrichment score (NES), in Dox treatment compared to vehicle. KEGG pathway entries are denoted in parentheses where appropriate. Pathways without KEGG entries–All Metabolic Genes and Glycolysis-Gluconeogenesis & Pentose Phosphate–are artificial combinations of other pathways with redundant genes collapsed. All Metabolic Pathways includes all non-redundant genes from every KEGG pathway analyzed. **B)** This heat map highlights changes in the constituent genes of the oxidative phosphorylation and glycolysis/gluconeogenesis/pentose phosphate pathways upon treatment. Annotated genes include those encoding regulatory enzymes in glycolysis (phosphofructokinase (PFK), hexokinase (HK), pyruvate kinase (PK), shown in blue) and in gluconeogenesis (glucose-6-phosphatase (G6PC) and fructose-1,6-bisphosphatase (FBP), shown in orange). (**C)** Altered expression of regulatory enzymes in glycolysis and its proximal carbon shunts are shown schematically, with red indicating upregulation and green indicating downregulation.

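Of the hexokinases, which phosphorylate glucose, HK2 had an adjusted p of 0.0875 over the genes of Figure 1C alone, and HK1, HK3 and HKDC1 had log2 fold changes of 0.06 (SE 0.05), 0.06 (SE 0.04) and 0.04. The phosphofructokinases, which set the pace of glycolysis, had 0.09 for the muscle form PFKM, 0.06 for the platelet form PFKP and −0.00 for the liver form PFKL. For pyruvate kinase, the last step of glycolysis, the widely expressed PKM had 0.01 and the liver and red cell form PKLR −0.10 (SE 0.05). For the enzymes of gluconeogenesis, G6PC1, the liver glucose-6-phosphatase, had −0.03, G6PC2 0.09, and the fructose-1,6-bisphosphatases FBP1 and FBP2 0.14 (SE 0.11) and 0.02.

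The mean log2 expression in vehicle was 11.71 for PKM, 11.65 for PFKP, 11.30 for HK1, 10.81 for PFKM and 8.35 for PFKL. For HK3, PKLR, HKDC1, FBP1, G6PC2, FBP2 and G6PC1 it was 6.16, 5.90, 5.66, 5.34, 5.26, 5.01 and 4.85. Each value comes from a different probe set, so the values do not rank the genes by amount of transcript. Several of these enzymes have probe sets that part. The average SNR was 0.62 for PFKL, −0.25 for HKDC1 and −0.21 for PKM, and with the mean of the probe sets the log2 fold change was 0.08 for PFKL, 0.01 for PFKP, −0.06 for PKM and −0.04 for PKLR. Without each array in turn the value ran from 0.03 to 0.09 for HK1, 0.04 to 0.08 for HK3, −0.06 to 0.11 for HKDC1, −0.03 to 0.02 for PFKL, −0.00 to 0.03 for PKM, −0.15 to −0.07 for PKLR, −0.07 to 0.01 for G6PC1, 0.01 to 0.15 for G6PC2, 0.04 to 0.21 for FBP1 and −0.10 to 0.11 for FBP2. Limma called 0 of these enzymes over all genes, and HK2 was the only one of them with an unadjusted p under 0.05.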

### Doxycycline Increases Glycolytic Metabolism in Multiple Human Cell Lines

Because treatment with Dox alters expression of genes involved in glycolysis and oxidative phosphorylation, we tested whether Dox treatment causes corresponding functional metabolic changes in MCF12A cells. As shown in Figure 2, glucose consumption (Figure 2A) and lactate production rates (Figure 2B) are elevated in MCF12A cells after 96 hours of treatment with 1 µg/mL Dox. The Dox analogs tetracycline (Tet) and minocycline (Mino) were also tested at 1 µg/mL. Both drugs induced increased lactate production rates (Figure 2B), and Mino concomitantly caused increased glucose uptake–though this latter phenotype is not observed with Tet (Figure 2A). Significant changes were also observed at 100 ng/mL with Mino and Tet, but the effect size is considerably smaller.

**Figure 2:**
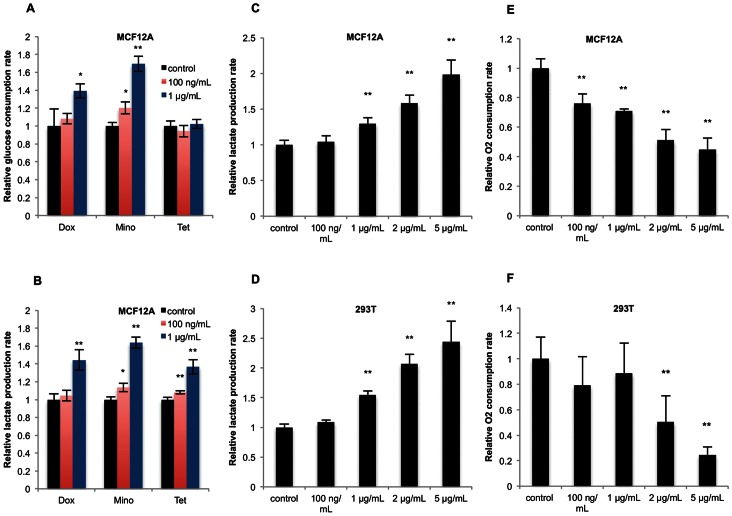
Tetracycline antibiotics affect glucose metabolism and oxygen consumption in a dose-dependent fashion. Effects of the tetracyclines on glycolytic flux were determined by measuring changes in **A)** glucose consumption and **B)** lactate production rates of MCF12A cells when treated with Dox, Mino, or Tet at 100 ng/mL or 1 µg/mL. A dose-response relationship was established between Dox and **C)** lactate production rate in MCF12A cells, **D)** lactate production rate in 293T cells, **E)** oxygen consumption rate in MCF12A cells, and **F)** oxygen consumption rate in 293T cells by treating with a range of drug concentrations. Error bars represent standard deviation from experimental triplicate measurements for all assays, except for oxygen consumption dose-response in 293T cells, which was performed with 8 replicates. * denotes a p-value ≤0.05, ** a p-value ≤0.01 from a two-tailed Student’s t-test.

To determine whether the effect of Dox on cellular metabolism is dose-dependent, we measured lactate production rates (Figures 2C and 2D) and oxygen consumption rates (Figures 2E and 2F) of MCF12A and 293T cells over a range of Dox doses commonly used experimentally (100 ng/mL–5 µg/mL). We found that the amount of Dox used correlates with the shift towards a glycolytic phenotype, as shown by increased lactate production and decreased oxygen consumption. Higher doses of Dox (10 µg/mL) lead to cytotoxic effects (data not shown). In this range of concentrations, there appears to be a clear relationship between the Dox dose and the magnitude shift towards glycolysis and away from oxidative metabolism in MCF12A and 293T cells. These results suggest that the tetracycline family of antibiotics can promote glycolytic metabolism in human cell lines.

To assess whether the Dox-mediated metabolic changes are cell type-specific or broadly generalizable to human cell lines, we repeated the metabolic assays on 9 different human cell lines–both transformed and untransformed–and observed enhanced glycolysis in a majority of them (6/9, for both glucose consumption and lactate production rates) (Figures 3A and 3B). There is considerable evidence suggesting that the tetracyclines interact with the mitochondrial ribosome and inhibit translation of transcripts from the mitochondrial genome. Accordingly, we measured basal oxygen consumption rates in the cell line panel after 96 hours of Dox treatment (Figure 3C) [14]. In all cell lines but 293T, oxygen consumption was significantly impaired at 1 µg/mL; three lines showed significant defects at 100 ng/mL. The magnitude of the decrease varied among the cell lines, with H157 cells experiencing a 70% reduction in oxygen consumption, despite having unaffected glycolytic flux. To understand the temporality of this phenotype, we measured oxygen consumption after treating MCF12A cells with 1 µg/mL Dox for 24, 48, and 72 hours, which revealed a significant reduction in the oxygen consumption rate post 48 hours of treatment (Figure 3D). Together, these data demonstrate that Dox concentrations commonly used in genetic systems can substantially reprogram metabolism in human cell lines, and that the phenotype can vary significantly among cell lines.

**Figure 3:**
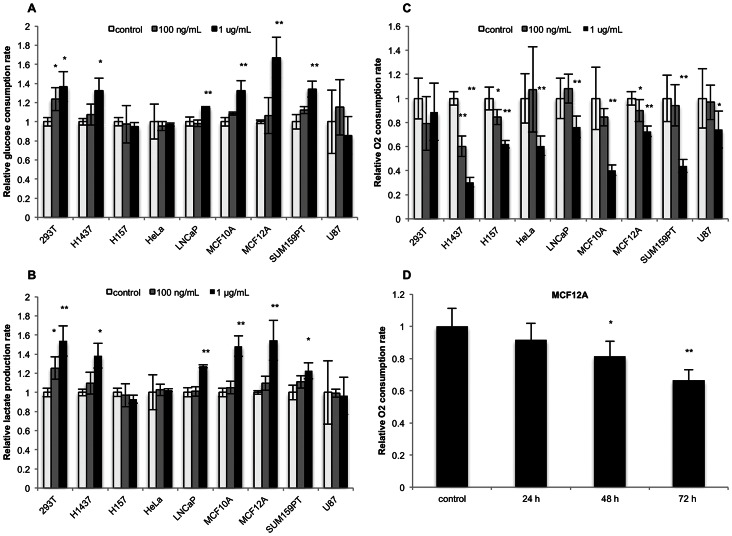
Doxycycline can alter both glycolytic and oxidative metabolism in a heterogeneous panel of human cell lines. Findings were extended to a panel of human cell lines, which were treated with Dox for 96 hours at 100 ng/mL, 1 µg/mL, or with vehicle control and then assayed for **A)** glucose consumption rate, **B)** lactate production rate, and **C)** basal oxygen consumption rate. **D)** To assess the temporality of this phenotype, MCF12A cells were treated with Dox at 1 µg/mL at shorter time points–24, 48, and 72 hours–and oxygen consumption rate was measured. Error bars represent standard deviation from experimental triplicate measurements in 3A and 3B; from 6 (100 ng/mL) or 7 (control, 1 µg/mL) replicates in 3C; and from 5 replicates in 3D. Oxygen consumption measurements for 293T cells from Figure 2F were repurposed for 3C. * denotes a p-value ≤0.05, ** a p-value ≤0.01 from a two-tailed Student’s t-test.

### Doxycycline Reduces Proliferation of Multiple Human Cell Lines

Previous studies have shown that Dox can impair cell proliferation *in vitro* [8]. Measuring cell number over a 96-hour time course, we found that at 1 µg/mL–but not 100 ng/mL–Dox treatment significantly reduces proliferation in most of the cell lines in our panel (7/9); only one cell line, the LNCaP prostate cancer line, experienced a proliferative defect at the lower concentration. Here, we show both representative growth curves for MCF12A and 293T cells (Figures 4A and 4B) and normalized values for the entire panel (Figure 4C). Interestingly, not all cell lines that experience substantial Dox-induced metabolic shifts have simultaneously impaired proliferative capacity–most clearly seen in MCF10A cells (Figures 3A–3C; Figure 4C)–suggesting potentially independent or decoupled mechanisms of action.

**Figure 4:**
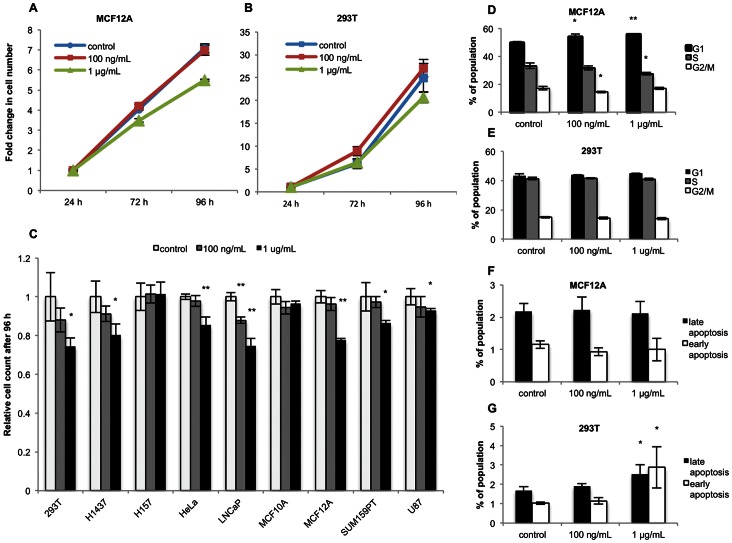
Doxycycline reduces proliferation of multiple human cell lines. Cell numbers were measured over 96 hours of Dox treatment. Shown here are representative growth curves for **A)** MCF12A and **B)** 293T cells, as well as **C)** the full panel of cell lines with cell counts after 96 hours of treatment normalized to vehicle control. To interrogate the reason for the proliferation defect, PI-based cell cycle analysis was performed on **D)** MCF12A and **E)** 293T cells, and Annexin V/PI viability analysis was performed on **F)** MCF12A and **G)** 293T cells. Both proliferation and flow cytometry-based assays were performed in triplicate, with error bars representing standard deviation. * denotes a p-value ≤0.05, ** a p-value ≤0.01 from a two-tailed Student’s t-test.

To determine what might cause reduced proliferation, cell cycle analysis was performed on MCF12A and 293T cells, both of which experience metabolic and proliferative changes with Dox treatment. Consistent with a previous report of tetracycline-induced G_1_ arrest, propidium iodide (PI) staining showed modest enrichment of cells in this phase of the cell cycle in MCF12A cells (Figure 4D), but not in 293T cells (Figure 4E) [5]. Because apoptosis has also been described in cells treated with tetracyclines, Annexin V/PI co-staining was performed on the same cells (Figures 4F and 4G) [5], [8]. At the concentrations used here, Dox significantly increases apoptotic cell death in 293T cells (Figure 4G), but not in MCF12A cells (Figure 4F). Since the Dox-induced effects on cell cycle and apoptosis vary between the cell lines tested, the mechanistic link between Dox treatment and the observed modestly impaired proliferation remains elusive.

## Discussion

We show here that Dox, as well as other members of the tetracycline family, can cause substantial changes in cellular metabolism and impair proliferative capacity of human cell lines. Importantly, these phenotypes are induced at concentrations commonly used in inducible gene expression systems, which indicates a strong possibility of confounding effects in these experiments. Our findings are surprising given the presumed inactivity of these drugs in eukaryotic cells, and particularly relevant because metabolism and proliferation are fundamental properties of the cell–inextricable from many other phenotypes. While inducible gene expression systems are a powerful tool for probing gene function, it is advisable that researchers carefully optimize experiments in order to minimize the concentration of Dox and the concomitant confounding phenotype. Additional controls can also be designed so that the effects of the mediating drug are disentangled from that of the gene of interest.

Because we did not investigate the mechanism of action, we cannot fully explain how Dox causes the observed phenotypes. But the evidence of interactions between the drug and the mitochondria are compelling, and may contribute to our observations. Since subunits of electron transport chain complexes are encoded in the mitochondrial genome, a potential stoichiometric imbalance caused by decreased translation of these genes could lead to reduced capacity for oxidative metabolism and a compensatory shift towards glycolysis [12], [14], [15]. While further investigation is needed to refine our understanding of the effects of the drug on human cells, these results highlight important confounding phenotypes of Dox treatment and underscore the importance of rigorous experimental design when using this compound in inducible expression systems.

## Materials and Methods

### Cell Culture

U87 astrocytoma cells were a gift from Dr. Paul Mischel (UCSD), lung cancer cell lines H157 and H1437 from Dr. Steven Dubinett (UCLA), and LNCaP prostate cancer and HeLa cervical cancer cell lines from Dr. Steven Bensinger (UCLA), and all other cell lines from Dr. Frank McCormick (UCSF); all cell lines have been well characterized [16]–[20]. MCF12A and MCF10A cells were cultured in DMEM/F12 (1∶1) containing 5% horse serum, 1% penicillin/streptomycin, 10 µg/mL insulin (Invitrogen), 0.5 µg/mL hydrocortisone (Sigma), 20 ng/mL EGF (Peprotech), and 10 µg/mL cholera toxin (Sigma). HeLa and U87 cells were cultured in DMEM containing 10% FBS and 1% penicillin/streptomycin. H1437, H157, and LNCaP cells were cultured in RPMI containing 10% FBS and 1% penicillin/streptomycin. SUM159PT cells were cultured in F12 containing 5% FBS, 1% penicllin/streptomycin, 5 µg/mL insulin (Invitrogen), 1 µg/mL hydrocortisone (Sigma), and 0.1% gentamicin (Sigma). Doxycycline, tetracycline, and minocycline (Sigma) were dissolved in water. Media containing the drug was refreshed every 48 hours, as appropriate.

### Metabolic Pathway Enrichment Analysis

RNA extraction was performed using RNeasy (Qiagen) according to manufacturer’s guidelines. Samples were analyzed using the Affymetrix Genechip U133 Plus 2 array by the UCLA Clinical Microarray Core Laboratory. Resulting data are available through NCBI’s Gene Expression Omnibus (GEO Series accession number GSE45029). To identify metabolic pathways associated with Dox treatment, we used the GSEA algorithm and metabolic pathway annotation defined by the Kyoto Encyclopedia of Genes and Genomes (KEGG) (release #58). We collapsed gene expression probes based on enzyme activity (Enzyme Commission [EC] numbers) rather than on gene identity to avoid unequal representation of equivalent enzymatic function within pathways, thus emphasizing potential flux through the network. The metric used for gene ranking was the signal to noise ratio (SNR) between the Dox treatment and control. The probesets were collapsed by average SNR for GSEA, and by maximum absolute SNR for each enzyme in the heat maps. Probeset annotation was based on UniGene build #230 and UniGene identifiers were mapped to each EC using the gene names provided by KEGG.

### Media Metabolite Measurement

Media was collected from culture plates and analyzed for glucose and lactate concentrations using the Bioanalyzer 4 (Nova Biomedical). Cells were treated with Dox or vehicle control for 96 hours. Fresh media was added to plates between 20 and 24 hours before sample collection. Values were normalized to both cell number and time interval. Some statistical variability was observed among experiments, particularly with respect to glucose, because the effect size measured at these concentrations of Dox is small compared to the error of the assay. Lactate is a more consistently sensitive readout of glycolytic activity.

### Oxygen Consumption Measurement

Basal oxygen consumption rates were measured using the XF24 Extracellular Flux Analyzer (Seahorse Bioscience). Cells were treated with Dox or vehicle control for 96 hours, unless otherwise indicated. 18 hours prior to assay, cells were seeded at 50,000–80,000 cells per well (optimized for each cell line) in 24-well proprietary assay plates with between 3 and 8 replicates per treatment group. Oxygen consumption values were normalized to total protein using BCA Protein Assay Kit (Pierce). Because plating density around the oxygen sensors affects readings, there is considerable well-to-well variability. Because cell morphology can alter the distribution of cells in the well, different cell lines are measured with varying sensitivity.

### Proliferation Assay

Cells were seeded in 6 well plates at 50,000 cells per well and treated with Dox (100 ng/mL, 1 µg/mL, or vehicle control). Cells were counted 24, 72, and 96 hours after plating using a particle counter (Beckman Coulter).

### Cell Cycle Analysis

Cell cycle analysis was performed using propidium iodide (PI) staining. In brief, cells were trypsinized and resuspended in hypotonic DNA staining buffer (3.5 mM sodium citrate, 0.1 g/L propidium iodide, 0.3% Triton X-100, 20 mg/L Ribonuclease A) at a concentration of 10^6^ cells/mL and incubated for 20 minutes at room temperature in the dark. Analysis was performed using the BD FACSDiva software on an LSR II flow cytometer (BD Biosciences). PI fluorescence was recorded in the PE channel. For cell cycle analysis, flow cytometry data was imported and analyzed using the ModFit LT software.

### Viability Analysis

Cell viability was measured using the FITC Annexin V Apoptosis Detection Kit II (BD Pharmingen) according to the manufacturer’s protocol. Cells were incubated with Annexin V and PI for 15 min and then analyzed by flow cytometry as previously described. Annexin V fluorescence was recorded on the FITC channel and PI on the PE channel. Data was analyzed using FlowJo. Cells in early apoptosis were indicated by Annexin V positive, PI negative staining (lower right quadrant) while cells in late apoptosis were marked by Annexin V/PI double positive staining (upper right quadrant).

## Supporting Information

Figure S1 Metabolic gene sets are enriched upon treatment with Dox. 

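The aminoacyl-tRNA synthetases, which load amino acids onto tRNAs, had higher means in Dox for 25 of 39 genes (median log2 fold change 0.02), with the cytosolic enzymes for cysteine, alanine, serine and glycine in front: CARS1 (0.19, SE 0.04), AARS1 (0.20, SE 0.04), SARS1 (0.15) and GARS1 (0.13). Genes that build the glycosylphosphatidylinositol (GPI) anchor, which ties proteins to the cell surface, had higher means in 18 of 24 cases (0.04), among them PIGX (0.11), GPAA1 (0.11) and PIGF (0.10). For amino sugar and nucleotide sugar metabolism, which supplies glycan building blocks, 28 of 39 did (0.03), among them FPGT (0.10), and for galactose metabolism 21 of 26 (0.05), among them GALK1 and GALT (0.13 and 0.14, SE 0.06 each), the first steps from galactose to glucose. In heparan sulfate biosynthesis 14 of 25 had higher means (0.00), close to the 54.5% of all genes, with the sulfotransferase NDST4 at −0.12. With the mean of a gene's probe sets PIGX had 0.04, GALT 0.02 and NDST4 −0.01, and without Dox array 3 GALK1 had 0.08.

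In GSEA the NES was 1.86 for the synthetases (adjusted p = 0.0199), 1.79 for GPI-anchor biosynthesis (adjusted p = 0.0135), 1.63 for amino and nucleotide sugars (adjusted p = 0.0316), 1.45 for galactose (adjusted p = 0.116) and 1.25 for heparan sulfate (adjusted p = 0.251). Camera gave adjusted p = 0.173, 0.0494, 0.0494, 0.0306 and 0.595 in that order, and adjusted p = 0.726, 0.488, 0.488, 0.562 and 0.726 with an estimated correlation. Of the 9 pathways, 7 passed GSEA, 6 camera and 5 both. Limma called 0 genes of these 5 lists over all genes, and adjusted over each list alone 1, CARS1. At an unadjusted p under 0.05 there were 5 synthetases, 2 genes each of GPI-anchor biosynthesis and of amino and nucleotide sugars and 1 of galactose, all higher, and 1 lower gene of heparan sulfate.

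Leaving out vehicle array 1, 2 or 3, or Dox array 1 or 2, ended the GSEA call of the synthetases (adjusted p = 0.0562, 0.282, 0.0568, 0.0762 and 0.137) and of GPI-anchor biosynthesis (adjusted p = 0.109, 0.133, 0.146, 0.0807 and 0.0869), and leaving out any of the 6 arrays that of amino and nucleotide sugars (vehicle arrays, adjusted p = 0.110, 0.237 and 0.127; Dox arrays, 0.0552, 0.254 and 0.128). Camera's calls were lost for galactose without vehicle array 1, Dox array 2 or Dox array 3 (adjusted p = 0.366, 0.0898 and 0.0907), for amino and nucleotide sugars without vehicle array 2 or 3 or Dox array 2 or 3 (0.233, 0.113, 0.178 and 0.0907), and for GPI-anchor biosynthesis without vehicle array 1, 2 or 3 or Dox array 1 or 2 (0.0717, 0.0890, 0.202, 0.0740 and 0.178). Camera called the synthetases without vehicle array 1 (adjusted p = 0.0065), and a filter on dim genes at percentile 40 ended its calls of GPI-anchor biosynthesis (0.0719) and of amino and nucleotide sugars (0.0781).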

Enrichment plots for the top ranked KEGG-defined pathways in MCF12A cells treated with Dox at 1 µg/mL, compared to vehicle control.
(TIF) Click here for additional data file.

Figure S2 **Dox treatment alters expression of genes involved in major central carbon metabolism pathways.** Heat maps highlight changes in expression of genes in **A)** the Glycolysis-Gluconeogenesis & Pentose Phosphate Pathway (artificial combination of KEGG pathways) and in **B)** KEGG-defined Oxidative Phosphorylation after Dox treatment at 1 µg/mL in MCF12A cells, compared to vehicle control. Entries are ranked by SNR and are collapsed by enzyme function; the constituent gene with the maximum absolute SNR is shown in the heat map. Regulated enzymes in glycolysis are shown in blue and those in gluconeogenesis are shown in orange.
(PDF) Click here for additional data file.

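The SNR divides the difference of the group means by the sum of the group SDs, so a gene with a small but even shift can rank high. NDUFA10, a complex I subunit, had an SNR of 3.24 at the best of its 5 probe sets and 0.79 on average, and UQCR11, a small complex III subunit, 2.00 and 0.77. Among the genes of Figure 1C, ALDH1A3 had 3.59 at the larger of its 2 probe sets and 2.24 on average, ALDOC, with a single probe set, 1.95, and PSAT1 2.80 and 1.79. ALDH7A1, an aldehyde dehydrogenase with 3 probe sets, had −2.06 at the largest and −0.48 on average, while its brightest probe set had a log2 fold change of 0.02. SLC16A7, a pyruvate and lactate carrier, had −1.79 at the largest of 5 and −0.38 on average. Ranked by the probe set of largest absolute SNR, oxidative phosphorylation had an NES of 1.85 (adjusted p = 0.0303) and glycolysis and gluconeogenesis joined with the pentose phosphate pathway 1.60 (adjusted p = 0.0439), while glycolysis and gluconeogenesis alone did not pass (adjusted p = 0.0607).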

How the deposited data were processed for this re-analysis (not part of the article)

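Gene expression in MCF12A cells was compared between Dox at 1 µg/mL and vehicle, with 3 arrays per group (4 days of treatment, medium renewed after 2 days). The submitters' notes describe total RNA purified on columns, amplified with biotin labelling, hybridized to Affymetrix U133 Plus 2 arrays and processed with RMA, for which no version is given. The deposited values are intensities on a linear scale; the plan had taken them as log2, so log2 was computed here first. The planned tests were kept, and the SNR was also run on the deposited intensities themselves, an alternative chosen after the scale was seen.

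Of the 54675 probe sets, 62 controls served only for quality measures. Another 1801 named several genes and 11721 were unnamed in the annotation used here; both were left out. The remaining 41091 gave 19775 genes, 9252 of them with 1 probe set. Identical arrays and missing values were searched for, with 0 pairs and 0 values found.

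Genes were tested with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with the default prior, two-sided, Benjamini-Hochberg over all genes, threshold 0.05), with no filter on dim genes. GSEA was run preranked in fgsea 1.28.0 (multilevel, weight 1, smallest list 3, seed 1) on the SNR of log2 values, averaged over the probe sets of a gene. It permutes genes, and the paper's enzyme numbers were replaced by genes. Camera in limma used a preset inter-gene correlation of 0.01. An estimated correlation and fry, which rotates the residuals, were run as alternatives. Camera sets a list against the other genes and fry sets it against no change, so their p-values answer different questions. Both list tests were adjusted over all 46 lists. The KEGG release of the paper was not used here; the 9 pathway lists and 37 further lists came from textbook knowledge, and the combined list of all metabolic genes was not analysed here. The lists held 1106 genes, of which 994 were measured.

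Genes named in the text are those drawn in Figure 1C, the 20 genes with the smallest p (since fewer than 10 passed the threshold), and for each list described up to 4 members with the smallest p; PTPRO, STC2, CBS and ATF3 were named apart from this rule, after their values were seen. The direction of each gene of Figure 1C was read from its colour by eye.

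Alternatives covered the choice of probe set, dim filters at percentiles 40 and 60, trended and robust variances, array weights, quantile and cyclic loess normalization, centring on housekeeping genes, the replicate number as a block, other rankings for GSEA and the removal of each array. The labels do not say that equal numbers pair a Dox and a vehicle culture, so the comparison was unpaired. RNA and spike-in measures were compared with exact permutation tests over 4 measures: GAPDH 3' minus 5' (log2 0.17 ± 0.02 in vehicle and 0.14 ± 0.02 in Dox, p = 0.3), hybridization spike-ins (9.95 ± 0.14 and 9.77 ± 0.09, p = 0.2) and poly-A spike-ins (3.41 ± 0.03 and 3.44 ± 0.10, p = 0.6) stood beside ACTB.

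The pipeline was tested on simulated data of 19775 genes with a median within-group SD of 0.07. It recovered 25 of 67 genes (37.3%) given a log2 change of 0.25, 48 of 67 (71.6%) at 0.5 and 65 of 66 (98.5%) at 1, with 6 unchanged genes called. A shift of 0.1 in a list of 39 genes was called by GSEA and camera, with 0 of 38 other lists. In the real arrays, splits other than Dox against vehicle gave up to 7 lists by GSEA and 5 by camera. The simulated 0 therefore cannot stand for the false calls of the list tests in the real arrays. Figures were drawn with matplotlib 3.10.9. The metabolite, oxygen consumption, proliferation and cell cycle measurements of the paper were not analysed here.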

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

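The splits of the arrays were planned; the tests without ASNS, on matched random lists, between single arrays and with the ACTB covariate were chosen only after the result was seen.

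Targets of ATF4, the transcription factor of the integrated stress response, had the median log2 fold change furthest from 0 of the 46 lists. Of 39 measured, 34 had a higher mean in Dox, with a median of 0.0989, NES 2.46 (adjusted p = 0.0135), camera adjusted p = 7.19e-11 (adjusted p = 0.278 with an estimated correlation) and fry adjusted p = 0.0198. GSEA called the list under 16 of 17 settings, and not without Dox array 2 (NES 2.18, adjusted p = 0.0503), where it called 0 of the 46 lists. Over all genes limma called 1, ASNS (0.61), which supplies asparagine; adjusted over the list alone 13 rose and 1 fell. Beside ASNS stood the cystine importer SLC7A11 (0.39), the pseudokinase TRIB3 (0.23, SE 0.04), the secreted glycoprotein STC2 (0.32) and CBS, which makes cystathionine (0.28), while the stress factor ATF3, the 1 that fell, had −0.25. Of the 39 genes, 20 had Dox arrays all above and 4 all below the vehicle arrays (chance gives 10%), and 15 are in other lists too, 5 of them aminoacyl-tRNA synthetases and 6 of serine and one-carbon metabolism. The paper does not report this group.

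ATF4 targets had higher means in Dox as a group. Against a single gene as the cause, camera without ASNS gave adjusted p = 2.09e-09 (median 0.0947); against a trend with expression level, the median lay at percentile 100 of random lists matched on mean expression, whose middle 95% ended at 0.0282. Against a single array, the lowest Dox array exceeded the highest vehicle array by 0.0891 in list mean, with a vehicle SD of 0.0195. The 10 splits of the arrays cannot give a share under 0.05; the median was 0.0989 in the real split and at most 0.0451 in the other 9. A response to the drug may explain the group, as a hypothesis. The correlation between its genes, estimated at 0.038, and a difference between the cultures other than Dox stay open. Camera gave adjusted p = 0.278 with this estimate, in a range of 1.21e-11 to 0.278 over the camera alternatives. The rise cannot be put down to correlation alone. For cholesterol biosynthesis camera's unadjusted p also rose, from 0.0262 to 0.0732, with an estimate of −0.009, under the preset 0.01.

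Hypoxia targets of HIF, the oxygen-sensing factor, had a higher mean in 23 of 28 cases, with a median of 0.0612, NES 2.16 (adjusted p = 0.0135) and camera adjusted p = 1.48e-04 (adjusted p = 0.488 with an estimated correlation). The growth regulator NDRG1 (0.20, SE 0.04) and PFKFB4 (0.18, SE 0.04), a kinase that controls phosphofructokinase, passed when adjusted over the list alone; limma called 0 over all genes, and 7 had an unadjusted p under 0.05. Of the 28 genes, 9 are in other lists, 3 of them in glycolysis and 1 among the ATF4 targets. Camera's adjusted p stayed between 4.22e-06 and 0.00831 without each array in turn, while GSEA no longer called the list without vehicle array 1 or Dox array 2 (adjusted p = 0.0516 and 0.0776).

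Oxidative phosphorylation genes had a small shift toward higher means in Dox. Camera gave adjusted p = 0.0214, and adjusted p = 0.549 with the estimated correlation of 0.045, so the correlation between the genes stays open. As for the ATF4 targets, the rise in p cannot be put down to correlation alone. In list mean the lowest Dox array lay at 0.0262 and the highest vehicle array at 0.0123. This gap is smaller than the vehicle SD of 0.0161, so the part of single arrays stays open too. Against a trend with expression level, the list's median of 0.03 lay at percentile 100 of matched random lists, whose middle 95% ended at 0.0119. Of the other lists that passed GSEA, the medians of glycolysis and gluconeogenesis (percentile 94.5), aminoacyl-tRNA biosynthesis (80.6), complex IV (95.9), serine and one-carbon metabolism (45.7) and mesenchymal markers (5.27) lay within the middle 95% of theirs. With the ACTB 3' minus 5' difference of each array as a covariate the median was 0.0259 (0.0256 without it), but camera then gave adjusted p = 0.189, so a part played by RNA quality cannot be told apart from Dox with 6 arrays.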

How the results depend on the processing

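The SNR on the deposited intensities was the only alternative chosen after the data were seen; it called 16 lists, as the log2 values did. Causes of the changes below were not tested unless the text says so.

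Genes changed by Dox numbered 1, with a higher mean. The count was 0 with the mean of the gene's probe sets, with every probe set as a feature, with a log2 fold change of at least 1 and without any 1 of the 6 arrays, the count of higher genes included, and 4 with trended and robust variances, 2 higher and 2 lower. Dim filters, array weights, quantile or cyclic loess normalization and housekeeping centring each gave 1. With the replicate number as a block the count was 0 (ASNS adjusted p = 0.551, where the alternatives ran from 5.60e-05 to 0.556) and 946 genes had an unadjusted p under 0.05; arrays of equal number correlated at −0.198, −0.163 and −0.0929 after the group means were removed, which is no sign of pairing.

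GSEA called 16 lists: 4 with the SD floor of the GSEA software, 5 ranked by log2 fold change and 10 with the moderated t of the replicate block. Without 1 array it called 0 to 11: 1, 9 and 5 without vehicle array 1, 2 and 3, and 10, 0 and 11 without Dox array 1, 2 and 3. Camera called 12, but 0 with an estimated correlation. Fry, which sets a list against no change, called 2 (ATF4 targets and housekeeping genes, adjusted p = 0.0198). Without 1 array camera called 8 to 10, and with the filter at percentile 40 it called 9. With the replicate number as a block it called 9, and lost the subunits encoded in mitochondrial DNA (adjusted p = 0.0614), GPI anchor (0.134) and amino and nucleotide sugars (0.0809).

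The values given next cover only the pathways of Figure 1A, and lists written for this work also lost calls. NES values that changed a call, with the SD floor: oxidative phosphorylation 0.962, glycolysis and gluconeogenesis 1.49, pentose phosphate 1.46, the last 2 joined 1.48. Also with the floor: amino and nucleotide sugars 0.765, aminoacyl-tRNA biosynthesis 1.36, GPI anchor 1.27. The floor sets the SD to at least 0.2 of the mean, and on log2 values it replaced 100% of the measured SDs. Ranked by log2 fold change: oxidative phosphorylation 1.43, glycolysis and gluconeogenesis 1.49, amino and nucleotide sugars 1.46, aminoacyl-tRNA biosynthesis 1.30, GPI anchor 1.24. By moderated t: amino and nucleotide sugars 1.59, aminoacyl-tRNA biosynthesis 1.56, GPI anchor 1.58, and galactose 1.74, which passed. By the moderated t of the replicate block: 1.58, 1.45, 1.34 and 1.79 in that order. Unweighted: aminoacyl-tRNA biosynthesis 1.47, and galactose 2.10, which passed. With isozymes collapsed: glycolysis and gluconeogenesis 1.45, joined with pentose phosphate 1.60, amino and nucleotide sugars 1.63. With the probe set of largest absolute SNR: glycolysis and gluconeogenesis 1.54, GPI anchor 1.68; with the one of highest mean, GPI anchor 1.64; with the filter at percentile 40, amino and nucleotide sugars 1.60.

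Leaving out each array in turn, NES ran from 1.57 to 1.99 for oxidative phosphorylation, 1.25 to 1.8 for glycolysis and gluconeogenesis, 1.08 to 2.07 for pentose phosphate, 1.10 to 1.85 for the 2 joined, 1.23 to 1.66 for amino and nucleotide sugars, 1.22 to 2.13 for aminoacyl-tRNA biosynthesis and 1.53 to 1.83 for GPI anchor.

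Centred on housekeeping genes, the G1/S and S phase genes turned from an NES of −1.65 to 0.81 (adjusted p = 0.793). This centring lifts all genes alike (their median from 0.0075 to 0.0341), because the median level of the housekeeping genes, which rests on the 2 of middle level, was −0.0265 in Dox minus vehicle, while their mean log2 fold change was 0.015. The turn therefore says nothing about the G1/S and S phase genes themselves. Over all lists and alternatives, GSEA values stayed the same in 614 of 782 cases, lost a call in 119, gained one in 17, moved in 31 and turned in 1; camera stayed the same in 380 of 460, lost a call in 54, gained one in 4 and moved in 22. Named genes stayed the same in 3428 of 3555 cases. Of the changes, 72 came with the mean of the gene's probe sets and 44 with the housekeeping centring. The share is no measure of how stable the values are. Dim filters, other variances and the replicate block leave the log2 fold change of a gene as it is. Without each array in turn ALDH3A1 ran from −0.139 to 0.068 and still counted as the same.

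The 10 splits of the arrays into 3 and 3 cannot give a share under 0.05. The real split gave 1 gene, 16 lists by GSEA and 12 by camera, and the highest of the other splits 0, 7 and 5. At an unadjusted p under 0.05 the real split gave 1235 genes, and the split of vehicle array 1 with Dox arrays 2 and 3 against the rest gave more, 1487.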

Differences from the paper's values

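The tests on Figure 1A and Figure 1C were planned; the SNR on the deposited intensities was chosen only after the result was seen. Values of the paper are read by eye from its figures.

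In Figure 1A oxidative phosphorylation has an NES of about 3.2, the highest of the pathways, against 1.77 here, 4th of 9 after the pentose phosphate pathway, aminoacyl-tRNA biosynthesis and GPI-anchor biosynthesis. Of 16 alternatives set before the data were examined, 1 came near the paper's value, the unweighted GSEA (2.83); the range was 0.962 to 2.83. Galactose metabolism has about 2.2 in Figure 1A, against 1.45 here. Of its 16 alternatives 6 came near: unweighted 2.10, the moderated t of the replicate block 1.79, moderated t 1.74, ranking by log2 fold change 1.61, the probe set of highest mean 1.52 and the filter at percentile 40 1.5; the range was 0.873 to 2.10. A value came near, and a pathway did not differ, where the larger value was at most 1.5 times the smaller. The other 7 pathways were within this bound, among them amino and nucleotide sugars (about 2.4 in Figure 1A against 1.63), aminoacyl-tRNA biosynthesis (about 2.4 against 1.86) and heparan sulfate (about 1.8 against 1.25). These 3 stayed within it in 7, 8 and 11 of 16 alternatives, in that order. The rest of the 7 did in 12 to 16.

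Figure 1A shows galactose metabolism and heparan sulfate biosynthesis among the most significantly altered pathways; here GSEA called neither (adjusted p = 0.116 and 0.251). Galactose passed with the moderated t, the moderated t of the replicate block and the unweighted GSEA (adjusted p = 0.0297, 0.00812 and 0.0113), heparan sulfate under none of the alternatives. The gene lists are not the paper's, genes stand in for enzyme numbers, and the kind of permutation is not stated in the paper. With isozymes collapsed, NES was 1.79 for oxidative phosphorylation, 1.21 for galactose and 1.24 for heparan sulfate. Collapsing isozymes within these lists thus did not bring oxidative phosphorylation or galactose near the paper's values.

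The paper states that many genes of these pathways change robustly. Limma called 0 of the 74 measured genes of Figure 1C over all genes and 7 had an unadjusted p under 0.05; the paper gives no threshold for single genes.

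Of 69 measured genes coloured red or green in Figure 1C, 53 had a log2 fold change of the same sign as the colour, 38 of 47 red and 15 of 22 green. By the average SNR and by the probe set of largest absolute SNR 60 did, 41 of 47 red and 19 of 22 green; by the probe set of largest absolute SNR on the deposited intensities it was also 60 of 69. With the filter at percentile 40 it was 42 of 57, and without 1 array 49 to 56 of 69. Genes drawn green with a positive value at the probe set of largest absolute SNR were ALDH1A3 (3.59), PSAT1 (2.80) and ALDOC (1.95). Those drawn red with a negative one were PDK4 (−2.60), SLC16A7 (−1.79), PSPH (−1.07), LDHB (−0.78), PKM (−0.64) and RPE (−0.29). The paper collapsed probes by enzyme activity, so a colour can stand for an enzyme rather than for the gene named, and the probe set behind each colour is not known here.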

Other observations

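All tests on the genes of opposite sign to Figure 1C were chosen only after the result was seen; the lists of the other paragraphs were planned.

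Nuclear and mitochondrial genes of the respiratory chain had list medians on opposite sides of 0. Nuclear genes of complex I had higher means in 30 of 33 cases (median log2 fold change 0.04; NES 1.99, adjusted p = 0.0135; camera adjusted p = 0.00126, and adjusted p = 0.488 with an estimated correlation), among them NDUFA10, NDUFS7 and NDUFA3 (0.10). Complex IV nuclear genes did in 18 of 22 (NES 1.85, adjusted p = 0.0135; camera adjusted p = 0.113) and the mitochondrial ribosomal proteins, which serve the translation that tetracyclines inhibit, in 58 of 76 (NES 1.89, adjusted p = 0.0316; camera adjusted p = 0.012, and adjusted p = 0.685 with an estimated correlation), among them MRPL41 (0.14, and 0.06 with the mean of its probe sets) and MRPL24 (0.13). Of the 7 measured subunits encoded in mitochondrial DNA, 6 had lower means (median −0.09), MT-CO1 the lowest (−0.27), with MT-ND4 at −0.13 and MT-ND6 at 0.17; GSEA gave NES −1.60 (adjusted p = 0.116) and camera adjusted p = 0.0306, and adjusted p = 0.576 with an estimated correlation. Their mean was lowest on Dox array 3 (−0.172; Dox arrays 1 and 2, −0.013 and −0.056; vehicle arrays, −0.038, 0.026 and 0.012), so Dox array 1 lay within the vehicle range. Limma called 0 genes of these 4 lists, with 3, 2, 5 and 0 higher and 0, 0, 1 and 2 lower at an unadjusted p under 0.05; the difference between the genomes was not itself tested.

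GSEA lost complex I without vehicle array 1 or 3 or Dox array 2 (adjusted p = 0.0925, 0.146 and 0.0855), where camera kept it, and complex IV without vehicle array 1 or Dox array 1 or 2 (0.150, 0.0847 and 0.125). It lost the mitochondrial ribosomal proteins without vehicle array 1, 2 or 3 or Dox array 2 or 3 (0.0925, 0.151, 0.0552, 0.125 and 0.0662), and camera without vehicle array 2 or 3 or Dox array 3 (0.115, 0.0597 and 0.217). Camera lost the subunits encoded in mitochondrial DNA without vehicle array 2 or 3 or Dox array 3 (0.125, 0.113 and 0.238). Of 17 GSEA alternatives in all, 12 called complex I, 10 complex IV and 10 the mitochondrial ribosomal proteins. The lowest NES were 0.772, 1.49 and 1.08 in that order. The subunits encoded in mitochondrial DNA were called in 3.

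NF-kB and inflammatory cytokine genes had lower means in 16 of 19 cases (median −0.08; NES −2.06, adjusted p = 0.0135; camera adjusted p = 6.59e-04, and adjusted p = 0.488 with an estimated correlation). They include the NF-kB inhibitors NFKBIA (−0.16) and TNFAIP3 (−0.35, SE 0.14) and the cytokines CXCL1 (−0.12) and IL6 (−0.19, SE 0.08); without Dox array 3 TNFAIP3 had −0.20 and IL6 −0.11. Limma called 0, and 4 had an unadjusted p under 0.05. Their list mean was −0.186 on Dox array 3 and −0.014 on Dox array 2, against −0.042 to 0.022 in vehicle, and GSEA lost the call without vehicle array 1 or Dox array 2 (adjusted p = 0.0516 and 0.0503), which camera kept without each array in turn. Serine and one-carbon genes, such as ALDH1L2 (0.37, SE 0.10) and SHMT2 (0.12), passed GSEA (NES 1.64, adjusted p = 0.0402) but not camera (adjusted p = 0.407), and 10 of 16 had higher means (median 0.00); no single array could be left out with the GSEA call kept (vehicle arrays 1 to 3, adjusted p = 0.184, 0.350 and 0.146; Dox arrays 1 to 3, 0.294, 0.125 and 0.0794). Mesenchymal markers had 12 lower means, such as TWIST1 (−0.12), and 10 higher, such as COL3A1 (0.12) and COL5A1 (0.11). At an unadjusted p under 0.05 there were 1 higher and 1 lower. The list had NES −1.65 (adjusted p = 0.0452) and camera adjusted p = 0.172, and GSEA lost it without each array too (0.161, 0.224, 0.0937, 0.132, 0.0869 and 0.104 in that order).

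For proliferation, the G1/S and S phase genes had 21 of 39 lower means, among them CCNE2 (−0.16), the cyclin that starts S phase, and CDT1 (−0.11, and 0.02 with the mean of its probe sets), which licenses origins; NES −1.65 (adjusted p = 0.0316) turned to 0.81 after a housekeeping centring that lifts all genes alike and was not called without vehicle array 1, 2 or 3 or Dox array 2 or 3 (adjusted p = 0.305, 0.0719, 0.103, 0.125 and 0.206), and camera gave adjusted p = 0.118. Of 17 GSEA alternatives in all, 5 called the G1/S and S phase genes. Camera called them without Dox array 2 (adjusted p = 0.0381). The G2 and mitosis genes were 20 higher and 20 lower (median −0.00, NES 1.20, adjusted p = 0.278). Their NES ran from −1.75 to 1.64 without each array in turn, so its sign depended on single arrays. The p53 targets and CDK inhibitors, with CDKN1B at −0.15 and GADD45B at 0.19, had NES −1.25 (adjusted p = 0.216). Without each array in turn this NES ran from −1.81 to 0.916. The matrix metalloproteinases, which tetracyclines inhibit as proteins, had NES 0.948 (adjusted p = 0.549), with 12 genes higher and 8 lower. MMP14 had 0.13 (0.08 with the mean of its probe sets) and MMP1 0.12, while MMP11 and MMP24 had −0.11 each. Over the alternatives MMP11 reached 0.03.

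In the main setting neither test called 28 lists, 27 of them written for this work. Their NES ran from −1.57 to 1.61, with the smallest adjusted p = 0.0669 in GSEA and 0.0928 in camera. They include complexes II and III and the ATP synthase (NES 1.38, 1.61 and 1.18), the TCA cycle (1.37), pyruvate fate (−1.01), glucose transporters and glycolytic regulators (1.12), mitochondrial chaperones (1.23), the ER unfolded protein response (−1.57), NRF2 targets (1.29), cholesterol and fatty acid synthesis (−1.50 and −1.48), fatty acid oxidation (1.36), interferon-stimulated genes (1.11), lysosome genes (1.57), and basal and luminal mammary markers (1.12 and −1.46). The others were the cytosolic ribosomal proteins (1.41), mitochondrial translation factors (0.826), vacuolar ATPase (0.62), metallothioneins (1.55), iron handling (−1.14), squamous differentiation (−1.07) and leukocyte markers (0.721), beside the lists given above. For the interferon-stimulated genes, metallothioneins and leukocyte markers camera's direction was down where the NES was positive. Without each array in turn, NES ran from −0.889 to 1.56 for the ATP synthase and −1.23 to 1.02 for vacuolar ATPase. It ran from −0.976 to 1.16 for mitochondrial translation factors and −0.719 to 1.14 for leukocyte markers. The sign of these NES values thus depended on single arrays. Of 17 GSEA alternatives, 4 called complex III and 2 the ER unfolded protein response. The G2 and mitosis genes, iron handling, luminal markers, metallothioneins and mitochondrial chaperones were called in 1 each. Camera called the ER unfolded protein response without Dox array 2 (adjusted p = 0.041). Adjusted over their list alone, TXNIP (0.26, SE 0.06, and 0.15 with the mean of its probe sets), which restrains glucose uptake, and PFKFB4 rose among the glucose regulators. The housekeeping genes, 17 of 24 with higher means (median 0.02), passed fry (adjusted p = 0.0198) with NES 1.46 (adjusted p = 0.116) and camera adjusted p = 0.407.

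Genes of opposite sign to Figure 1C had a median absolute ratio at the probe set of largest SNR of 1.79, against 0.594 for the genes of the same sign (permutation p = 4e-05 over 100000 permutations). Above a ratio of 1.5, 5 of 8 genes were of opposite sign, and at or under it 4 of 61 (Fisher exact p = 5.34e-04). The large ratios of some of these genes had been seen before the test was chosen, so its p-values add no independent evidence. For the 5 genes the ratios are far from 0, for the other 4 a value near 0 stays open, and why the signs differ was not settled.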
